A study of Mus musculus with 2 samples. Its data were reported in "Aberrant androgen action in prostatic progenitor cells induces oncogenesis and tumor development through IGF1 and Wnt axes" (2022).

How the data were processed

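Prostate tissue of mice that carried a transgene (hARtg) switched on by the Osr1-Cre driver was dissociated and profiled by droplet-based 3' single-cell RNA sequencing. From a separate allele, the same driver switches on membrane-bound green fluorescent protein (mGFP), which marks the Osr1 lineage. The labels list 2 samples, 1 of prostatic intraepithelial neoplasia (PIN) and 1 of prostatic adenocarcinoma (PCa), so each group held 1 library. There were no replicates.

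According to the methods of the study, the authors counted unique molecular identifiers (UMIs, tags that mark single captured RNA molecules) with Cell Ranger against the mm10 mouse genome with the hARtg and mGFP sequences added. They removed empty droplets, multiplets and cells rich in mitochondrial RNA. The deposited table is named as counts, but its values were not counts. The deposited values were natural log values, ln(1 + 10000 × UMIs of a gene / UMIs of the cell), as Seurat's normalisation writes them. In every cell the back-transformed values summed to 10000. Dividing by the value of 1 UMI in each cell gave whole UMI numbers for 100% of the values above 0, within a tolerance of 0.001. All further steps used these recovered UMIs. The table held 19320 features. The highest mitochondrial share in a cell was 9.99% and the lowest number of genes was 1002, so the planned limits of 15% and 500 genes removed no cell. The 2 features ARQ and EGFP were taken as hARtg and mGFP from their names, which the file does not explain. Reads that fit the transgene and a mouse gene alike could have been dropped or split in the counting, so hARtg levels are less certain than those of other genes.

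Cell barcodes carried 1 of 2 endings, called barcode set 1 and barcode set 2 here. Neither the labels nor the column names say which ending belongs to which tissue. No cell was therefore assigned to PIN or PCa, and the planned comparison of the tissues was not made. The sets were used as a technical split. Set 1 held 6332 cells with a mean of 21297 UMIs, and set 2 held 9410 cells with a mean of 19902 UMIs.

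Doublets were scored per set with Scrublet in scanpy 1.11.5 at an expected rate of 6%. Its automatic limits called 0 cells in each set, so a limit of 0.25 was set after the scores were seen. It called 155 cells (2.45%) in set 1 and 175 cells (1.86%) in set 2, which were left out. The remaining 15412 cells were clustered with Seurat 5.3.0 in R 4.3.3 after anchor integration of the sets (20 dimensions, 30 principal components, 2000 variable features, resolution 0.5). The genes of the planned lists and the named genes, 54 in all, were kept out of the features. Clusters were named from marker genes fixed before the data were examined. A cluster took the class with the highest mean scaled marker level when at least 3 of its markers were seen in 25% or more of the cells. It stayed unnamed when its 10 leading genes held more markers of another class than of its own. Epithelial cells were clustered again with regression of the cell cycle scores.

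UMIs were summed over the cells of a class and set and given as CPM, the UMIs of a gene scaled to a common total. CPM carry exact Poisson 95% intervals, shares of cells carry exact Clopper-Pearson 95% intervals, and ratios carry intervals from the conditional binomial distribution of the 2 sums. All of these cover counting error only, since cells are not replicates. No p-values, standard errors or numbers of changed genes were computed. A sum of 0 was set to a floor of 3 UMIs in a ratio, and no ratio was formed when both sums were at or under 3. To compare detection across depths, each cell was thinned at random to 3000 UMIs, and shallower cells were left out of that step.

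Basal-like cells were split into hARtg+ (1 or more hARtg UMI) and hARtg- (0 UMIs). For luminal-like cells a comparison of clusters had been planned. It set clusters with at least 4 times the leukocyte-like hARtg level against clusters under 2 times that level, as the mean of the ratios within the sets. No luminal cluster had a mean under 2 times, so the planned comparison had no low side. It was replaced, after the data were seen, by luminal-like cells with 5 or more hARtg UMIs (hARtg-high) against luminal-like cells with 0. Comparisons were made within each set and over all cells, and only where each side held 50 or more cells.

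Gene lists fixed before the data were examined held 17 Wnt targets, 21 genes of IGF1 signalling and 8 proliferation genes. The median log2 ratio of a list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression among the genes with a ratio, and in an alternative from all genes with at least 5 CPM. Its 95% interval came from 1000 Poisson draws. The named genes were also fixed in advance and included hARtg, mGFP, Igf1r, Jak2, Mapk13, Tcf4, Tcf7l2, Ccnd1, Axin2, Lgr5, Myc and Pbsn. To these were added, for each comparison, up to 5 genes with the highest and 5 with the lowest mean log2((CPM + 10)/(CPM + 10)) over the sets. They needed 50 CPM on either side and a value of at least 0.5 in size with the same sign in both sets. The transgene, the reporter, mitochondrial and ribosomal protein genes, and symbols of the Gm-number and Rik kinds were left out of this ranking. A list of 6 seminal vesicle secretion genes, used only in the closing section, was written after the leading genes of the clusters had been seen.

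Ratios and list percentiles were tested on simulated data with 200 changed genes, over the genes for which a ratio was formed. The changed genes lay above a minimum level and had log2 changes of 1 or 2 in size. The counts were Poisson, without differences between cells. Detection of smaller changes, or of changes at lower levels, was not tested. The intervals of the changed genes lay off 0 for 100% of them in the basal comparison of set 1 (13265 genes) and for 91% in that of set 2 (10354 genes). For both luminal comparisons the share was 100% (15143 genes in set 1 and 16685 in set 2). Coordinates are those of the GRCm38.p6 assembly, the build that mm10 names, from a RefSeq gene table in which 17280 of the 19320 features had a matching symbol. Alternatives covered the cell filters, doublets, integration, cluster resolution, weighting of cells, scaling, thinning depth, the hARtg split and the drawing of random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. Pathway enrichment and trajectory analyses were not made.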

Results

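Single-cell RNA profiles of prostate tissue from hARtg:Osr1-Cre mice were examined. The samples were 1 PIN lesion and 1 adenocarcinoma, each with 1 library, and the cells could not be assigned to either. Values are therefore given for barcode set 1 (6332 cells, 134850345 UMIs, median 17235 UMIs per cell), for barcode set 2 (9410 cells, 187280119 UMIs, median 14824.5 UMIs per cell) and over all cells. With no replicates, the intervals express counting error alone, and no difference has a replicate check.

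The first question was which cell classes made up the tissue. Clustering of the 15412 cells kept after doublet removal gave 16 clusters. Luminal-like cells made up 40.6% of set 1 (95% Clopper-Pearson interval 39.3 to 41.8%; 2506 of 6177 cells) and 83.9% of set 2 (83.1 to 84.6%; 7748 of 9235 cells). Basal-like cells were 27.6% (26.4 to 28.7%) in set 1 and 3.93% (3.54 to 4.35%) in set 2. Leukocyte-like cells were 18.1% (17.1 to 19.0%) and 3.04% (2.70 to 3.41%), respectively. The share of cells resembling proximal or urethral luminal epithelium was 9.89% in set 1 and 2.43% in set 2. Fibroblast-like cells made up 3.14% and 3.90%, and endothelium-like cells 0.648% and 1.84%. A cluster of 97 cells stayed unnamed because fibroblast markers outnumbered smooth muscle markers among its leading genes. Keeping called doublets moved the luminal-like share of set 1 the most, to 46.5%.

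Next, the classes that carried the transgene were determined. In set 1, hARtg stood at 334 CPM (326 to 342) in basal-like cells, 163 CPM (160 to 165) in luminal-like cells and 14.7 CPM (11.8 to 18.0) in leukocyte-like cells. In set 2 the order of basal-like and luminal-like cells was the opposite, with 1520 CPM (1514 to 1526) in luminal-like and 591 CPM (563 to 621) in basal-like cells, beside 168 CPM (151 to 186) in leukocyte-like cells. After thinning to 3000 UMIs, 35.1% (32.8 to 37.4%) of basal-like and 17.9% (16.4 to 19.4%) of luminal-like cells of set 1 held an hARtg UMI. Leukocyte-like cells, which should lack the transgene and served as background, reached 2.37% (1.45 to 3.63%). In set 2 the shares were 58.8% (53.4 to 64.1%) for basal-like and 92.3% (91.7 to 92.9%) for luminal-like cells, over a background of 21.5% (16.6 to 27.1%). Endothelium-like cells of set 2 gave 22.4% (16.0 to 29.8%) and fibroblast-like cells 25.4% (20.6 to 30.8%), shares whose intervals overlapped that of the background. Their hARtg levels of 227 CPM (207 to 249) and 380 CPM (354 to 407) lay above that of leukocyte-like cells by more than counting error. In cells resembling proximal or urethral luminal epithelium, 19.9% (16.8 to 23.3%) of set 1 and 58.4% (51.6 to 65.0%) of set 2 held an hARtg UMI after thinning, with 134 and 662 CPM. Cells with under 3000 UMIs were left out, namely 23 basal-like, 17 luminal-like and 271 leukocyte-like cells of set 1, and 23, 88 and 30 of set 2. Without thinning, the shares in set 1 were 47.8% (basal-like, median 10853.5 UMIs), 42.6% (luminal-like, median 28969.5 UMIs) and 4.66% (leukocyte-like, median 3822 UMIs). In set 2 they were 70.0% (median 5507 UMIs), 98.0% (median 16636 UMIs) and 36.7% (median 7024 UMIs). Clustering without integration moved the thinned shares of set 1 the most, to 57.8% in proximal or urethral luminal-like and 8.44% in luminal-like cells.

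**Figure D1:**
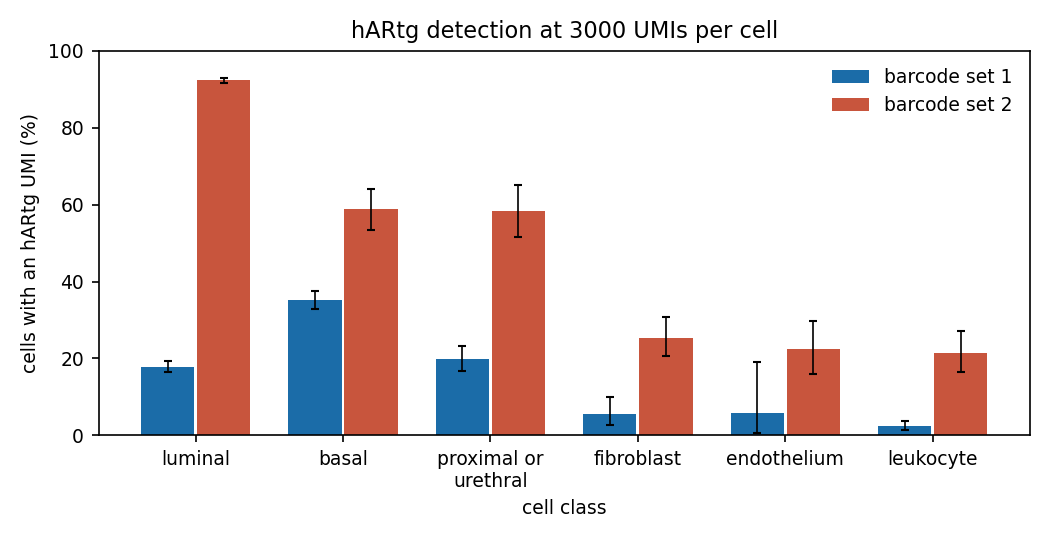
Share of cells with at least 1 hARtg UMI after thinning to 3000 UMIs (vertical axis, percent) by cell class (horizontal axis) in barcode set 1 (blue) and set 2 (red), with exact binomial 95% intervals as error bars. Luminal-like cells of set 2 reached 92.3%, and leukocyte-like cells gave 2.37% in set 1 and 21.5% in set 2.

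The reporter followed the transgene, with 2425 CPM of mGFP in basal-like and 992 CPM in luminal-like cells of set 1, and 5466 and 10192 CPM in set 2. Pbsn, an androgen-dependent secretory gene of the prostate, stood at 3614 CPM in luminal-like cells of set 1 and 339 CPM in those of set 2.

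The study asked whether the transgene is linked to IGF1 signalling in basal cells. In set 1, 813 hARtg+ cells (median 12837 UMIs) were compared with 889 hARtg- basal-like cells (median 9484 UMIs). In set 2 there were 254 hARtg+ (median 6079.5 UMIs) and 109 hARtg- cells (median 4220 UMIs). Because 36.7% of leukocyte-like cells of set 2 also held an hARtg UMI, the hARtg+ side of set 2 includes cells with background UMIs. Igf1r (chromosome 7, 67952257 to 68233668), the receptor gene, was higher in hARtg+ cells by a log2 ratio of 0.59 (95% interval 0.46 to 0.73; 1341 against 684 UMIs) in set 1 and 0.89 (0.35 to 1.46; 207 against 33 UMIs) in set 2. The alternative that moved the ratio of set 1 the most was the split at 3 or more hARtg UMIs against 0, at 0.71. Mapk13 (chromosome 17, 28769286 to 28778704) was higher by 0.82 (0.67 to 0.97) and 0.72 (0.28 to 1.20), respectively. For Jak2 (chromosome 19, 29251803 to 29313095) the ratio was 0.94 (0.71 to 1.17) in set 1, while in set 2 the 42 and 11 UMIs gave 0.17 (-0.81 to 1.28), so a difference was not detectable at that depth. Socs2 and Socs3 went the other way in both sets, with -1.30 and -0.42 in set 1 and -1.18 and -0.69 in set 2. Igfbp3 differed in sign, at -1.65 (-1.98 to -1.32) in set 1 and 1.08 (-0.16 to 2.60) in set 2. Mapk13 stood at 97.7 and 130 CPM in hARtg+ basal-like cells of sets 1 and 2. In hARtg-high luminal-like cells it stood at 214 and 345 CPM, and in luminal-like cells with 0 hARtg UMIs at 85.4 and 102 CPM. Jak2 of set 1 stood at 44.4, 62.3 and 25.3 CPM in these groups. Luminal RNA could therefore raise both genes in hARtg+ basal-like cells, which was not tested.

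Over the genes of the IGF1 list (21 with a ratio in set 1 and 20 in set 2), the median log2 ratio was -0.05 (-0.19 to 0.03) in set 1, at percentile 52.7 of the random lists, and -0.02 (-0.25 to 0.22) in set 2, at percentile 47.3. The list as a whole did not stand apart from random lists in either set. Its members went both ways, with Igf1r at 0.59 and Mapk13 at 0.82 but Socs2 at -1.30 and Igfbp5 at -1.02 in set 1. The median therefore cannot decide whether IGF1 signalling differed. The Wnt target list in basal-like cells had medians of -0.19 (percentile 5.68) in set 1 and -0.10 (percentile 28.4) in set 2. In set 1 it entered the lower tail with hARtg+ set at 3 or more UMIs (-0.38, percentile 0.59) and with the split after thinning (-0.37, percentile 0.24). The proliferation list had -0.03 (percentile 40.8) and -0.96 (percentile 0.25), the latter from 7 genes with few UMIs, and with doublets kept that of set 1 changed sign to 1.05 (percentile 98.8).

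**Figure D2:**
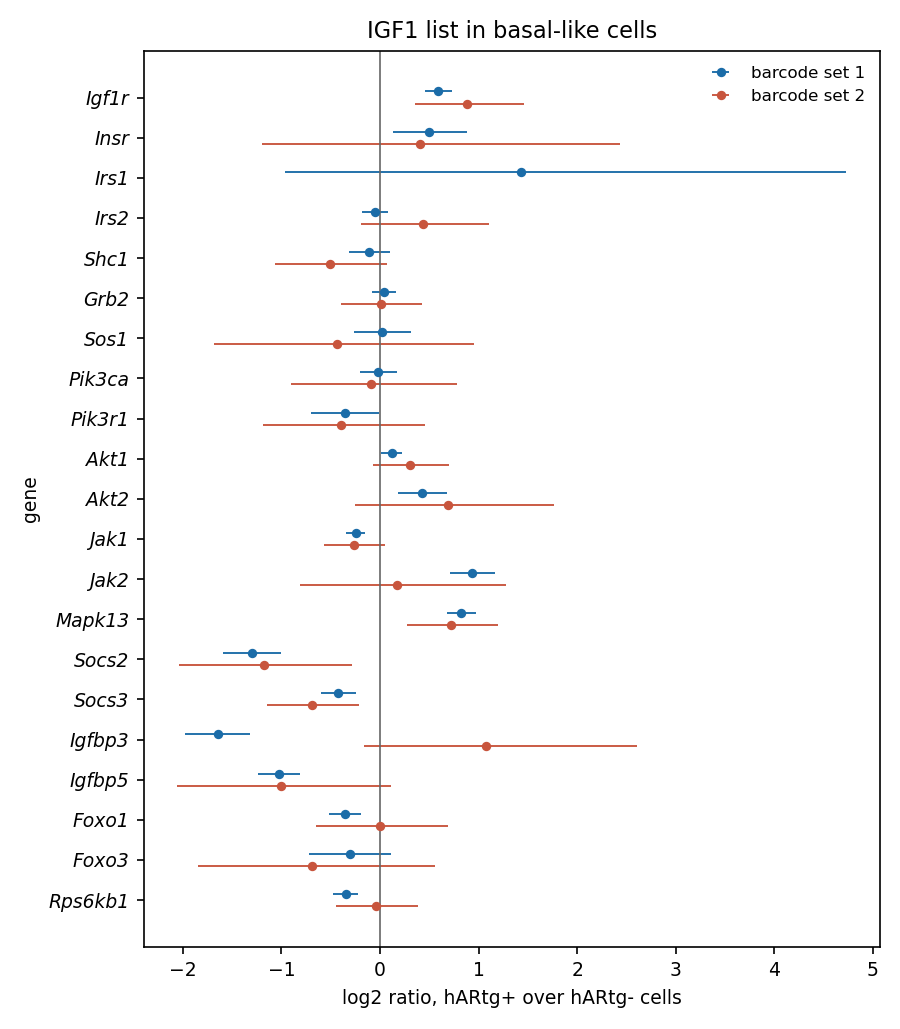
Log2 ratio of CPM in hARtg+ over hARtg- basal-like cells (horizontal axis) for the genes of the IGF1 list (vertical axis) in barcode set 1 (blue) and set 2 (red), with 95% counting intervals as bars and genes without UMIs on either side of a set not drawn for that set. Igf1r lay at 0.59 and 0.89 and Mapk13 at 0.82 and 0.72, while Socs2 lay at -1.30 and -1.18.

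By the fixed rule of size, the genes highest in hARtg+ basal-like cells were Mmp7, Cldn3, Lbp, Ly6c1 and Cldn10. Mmp7 (chromosome 9, 7692090 to 7699585) had log2 ratios of 2.58 in set 1 and 1.88 in set 2, and Cldn10 of 2.94 and 2.39. The lowest were Rhoc, Hcar2, Cald1, Prr9 and Car8, with Rhoc at -1.57 and -1.84. The mGFP ratio was 5.59 in set 1 and 1.49 in set 2. Among the other named genes, Tcf7l2 was lower in set 1 (-0.61, -0.82 to -0.41). Pbsn was 0.35 in set 1 and -0.71 in set 2, and Myc was 0.15 (0.06 to 0.23) and 0.16 (-0.09 to 0.41). Tcf4 was -0.45 in set 1 and 0.56 (-0.06 to 1.23) in set 2. Axin2 was 0.06 (-0.47 to 0.60) in set 1, and in set 2 it was lower, with 31.9 against 63.9 CPM (interval of the log2 ratio -1.60 to -0.39). Ccnd1 was -0.18 (-0.35 to -0.02) and 0.14 (-0.29 to 0.59). Lgr5 had 13 and 18 UMIs in set 1 and at most 3 on either side of set 2.

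The study further asked whether Wnt target genes are raised in transgene-bearing luminal cells. Epithelial cells formed 12 clusters on re-clustering, of which 8 were luminal-like. By the mean over the sets, 7 of these 8 had at least 4 times the leukocyte-like hARtg level and none was under 2 times. For clusters 0, 2 and 8, with 5, 1 and 0 cells of set 1, this value was the ratio of set 2 alone. The lowest mean was 2.46 times, in cluster 7, which stood at 3.13 times in set 1 and 1.80 times in set 2. The replacement comparison set luminal-like cells with 5 or more hARtg UMIs against those with 0. Set 1 held 447 hARtg-high cells (median 36686 UMIs) and 1438 cells with 0 (median 27014.5 UMIs). Set 2 held 7063 hARtg-high cells (median 17449 UMIs) and 153 cells with 0 (median 16069 UMIs).

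Axin2 (chromosome 11, 108917828 to 108950783) was higher in hARtg-high cells of set 2 by a log2 ratio of 3.26 (2.86 to 3.70; 30257 against 49 UMIs), but lower in those of set 1 (-1.17, -1.38 to -0.95; 211 against 1142 UMIs). Lgr5 (chromosome 10, 115450314 to 115587780) likewise gave 2.28 (1.56 to 3.12) in set 2 and -1.47 (-3.00 to -0.22) in set 1, the latter from 6 and 40 UMIs. Ccnd1 (chromosome 7, 144929931 to 144939831) was at 2.05 (1.82 to 2.28) in set 2 and -0.14 (-0.25 to -0.02) in set 1, where clustering without integration changed its sign to 0.087. Myc was at 0.91 (0.76 to 1.06) and -0.49 (-0.55 to -0.43), respectively. Tcf4 (chromosome 18, 69343429 to 69687967) was higher in both sets, at 2.33 (2.14 to 2.53) in set 2 and 0.40 (0.23 to 0.57) in set 1. Tcf7l2 (chromosome 19, 55741797 to 55933659) encodes the Wnt effector often called TCF4 and is a different gene from Tcf4. It was lower in both sets, at -0.95 (-1.20 to -0.68) in set 2 and -0.74 (-0.88 to -0.61) in set 1. Clustering without integration moved the Tcf7l2 ratio of set 1 to -0.12 (-0.28 to 0.05). It moved the Axin2 ratio of set 1 to -0.21 (-0.47 to 0.05). Both differences of set 1 thus depended on the clustering. Over both sets together the Axin2 ratio was 2.67 and the Tcf4 ratio 4.05. These pooled values mostly set cells of set 2 against cells of set 1 and did not hold within set 1 for Axin2.

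The Wnt target list had a median of 2.05 (1.58 to 2.16) in set 2, above all random lists (percentile 100), and of -0.49 (-0.70 to -0.39) in set 1, at percentile 1.03. Ascl2, with 0 UMIs on 1 side of set 2, entered at its bound. When the luminal-like cells of set 2 were split after thinning to 3000 UMIs, a choice made after seeing the data, the median fell to 0.53 and stayed at percentile 100. The proliferation list had medians of 1.54 (percentile 99.9) in set 2 and -2.76 (percentile 0) in set 1. That of set 2 was -0.10 under the split after thinning and 0.10 (percentile 76.0) with every cell weighing the same. That of set 1 was -0.99 (-1.28 to -0.85) with 1 or more hARtg UMIs against 0, still at percentile 0. The IGF1 list had -0.26 (percentile 21) and -0.16 (percentile 55.1). The median log2 ratio over 3345 genes with at least 50 CPM was -0.02 in set 2 and -0.19 in set 1.

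**Figure D3:**
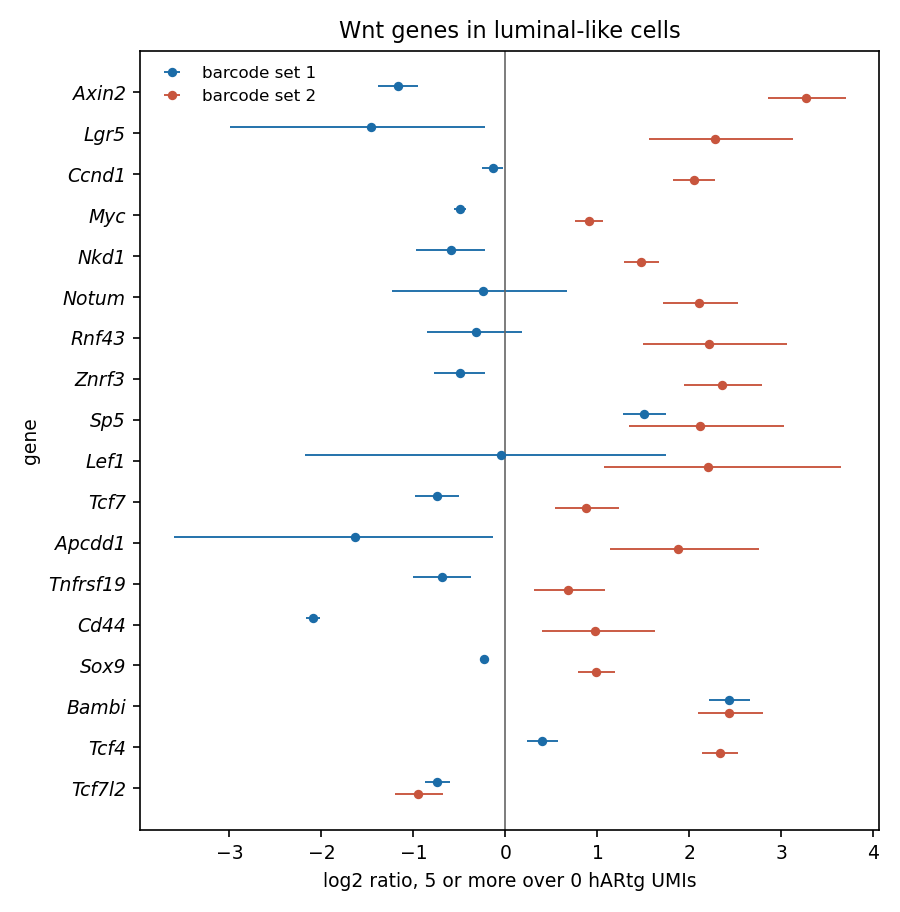
Log2 ratio of CPM in luminal-like cells with 5 or more over those with 0 hARtg UMIs (horizontal axis) for the Wnt target genes, Tcf4 and Tcf7l2 (vertical axis) in barcode set 1 (blue) and set 2 (red), with 95% counting intervals as bars. Axin2 lay at 3.26 in set 2 and -1.17 in set 1, and Tcf7l2 lay below 0 in both; Ascl2 is not drawn, with 2 and 3 UMIs in set 1 and 113 and 0 UMIs in set 2.

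By the rule of size, the genes highest in hARtg-high luminal-like cells of both sets were Spink1, Gsta3, Psca, Nupr1 and Cd52. Spink1 (chromosome 18, 43728069 to 43737237) had log2 ratios of 4.87 in set 1 and 2.47 in set 2. The lowest were Pbsn, Tgm4, C1s2, C1rb and Serpinb1a. Pbsn (chromosome X, 77837898 to 77853500) had -1.52 in set 1 and -6.11 in set 2, and Tgm4 had -1.37 and -5.10. In set 2, 101 of the 153 cells with 0 hARtg UMIs lay in epithelial cluster 7. Tgm4, C1s2 and C1rb were among the leading genes of that cluster. Psca was a fixed marker of proximal or urethral luminal epithelium. The ranking may thus reflect which clusters the cells fell into. The reporter mGFP was at 4.93 and 2.03. Igf1r was 0.06 (-0.04 to 0.16) and 0.41 (0.19 to 0.64), Mapk13 was 1.33 and 1.76, and Jak2 was 1.30 and 0.62.

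Per epithelial cluster, the levels of hARtg and Axin2 did not follow one order in both sets. Luminal-like cluster 1 had 745 CPM of hARtg and 9.37 CPM of Axin2 in set 1, and 1559 and 125 CPM in set 2. Luminal-like cluster 3 had 42.4 CPM of hARtg and 35.6 CPM of Axin2 in set 1, and 1250 and 62.7 CPM in set 2. The highest Axin2 levels were in clusters 0, 2 and 8 of set 2, at 266, 205 and 206 CPM, and these clusters held 5, 1 and 0 cells of set 1.

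**Figure D4:**
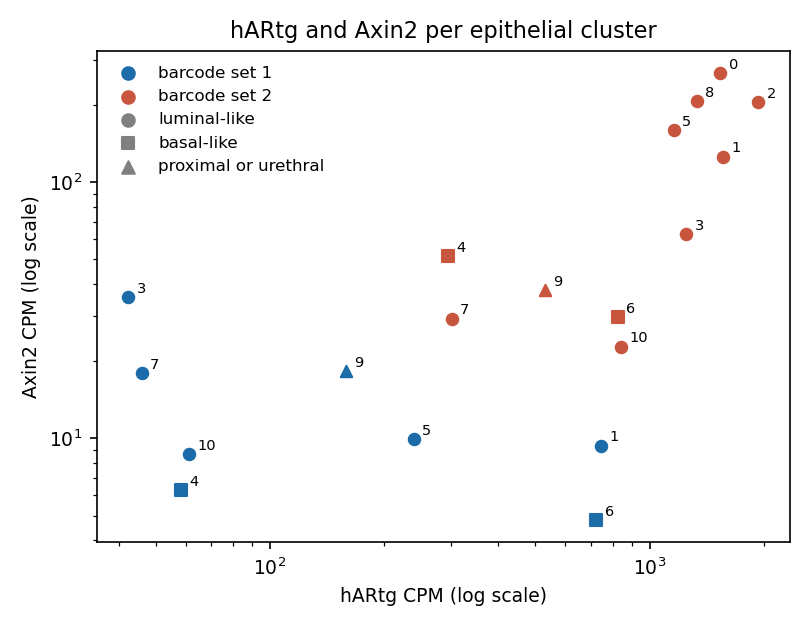
Axin2 CPM (vertical axis, log scale) against hARtg CPM (horizontal axis, log scale) for each numbered epithelial cluster with 50 or more cells in barcode set 1 (blue) or set 2 (red), by class (circles luminal-like, squares basal-like, triangles proximal or urethral). In set 1 cluster 1 combined 745 CPM of hARtg with 9.37 CPM of Axin2, while cluster 0 of set 2 had 1536 CPM of hARtg and 266 CPM of Axin2.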

Values the study reported

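The study began its single-cell analysis with 7225 cells from PIN tissue and 11,084 from PCa tissue. After filtering it kept 6332 PIN cells, which averaged 3751 genes and 21,297 UMIs per cell. It kept 9412 PCa cells, which averaged 3532 genes and 19,899 UMIs per cell. Between its tumour luminal clusters and its normal luminal clusters, the study reported 1834 genes with higher and 3156 genes with lower expression. No such gene numbers were computed from the deposited data.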

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

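The alternatives that split luminal-like cells at 1 or more hARtg UMI, or after thinning, were chosen after seeing the data, as was the luminal comparison itself. Over all alternatives, 715 values were recomputed. Of these, 610 stayed within the counting interval or percentile range of the reported value, 93 moved beyond the interval, 2 with an interval off 0 changed sign, and 10 list percentiles crossed into or out of the outer 2.5% at either end (5 towards the middle and 5 away from it). In all, 16 ratios and list medians changed sign, 14 of them from a reported value whose interval included 0. The limits of 10% mitochondrial UMIs and of 1000 genes removed 0 cells, so they tested nothing, and the 87 values under each are among those 610. So are the list percentiles under scaling without genes over 1% of UMIs, which shifts all genes of a comparison alike, so these percentiles tested nothing either. No paired analysis was possible because each group held 1 library.

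Igf1r stayed higher in hARtg+ basal-like cells under every alternative run, with log2 ratios from 0.47 to 0.71 in set 1 and from 0.86 to 1.07 in set 2. With doublets kept, the luminal-like share of set 1 was 46.5%. At resolution 1.0 the luminal-like shares were 45.1% in set 1 and 84.9% in set 2. Without integration the luminal-like share of set 2 was 84.7%, and 8.44% of luminal-like cells of set 1 held an hARtg UMI after thinning, against 57.8% of proximal or urethral luminal-like cells. Thinning to 6000 UMIs gave hARtg shares of 43.4% and 79.0% in basal-like cells of sets 1 and 2, and of 23.9% and 96.4% in luminal-like cells, as more UMIs per cell must.

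In the luminal comparison without integration, the Axin2 ratio was 2.85 over all cells and -0.21 (-0.47 to 0.05) in set 1. The Wnt list median was 3.04 and -0.20 (-0.28 to 0.05), respectively, and Ccnd1 in set 1 changed sign to 0.087. With every cell weighing the same, Axin2 was 2.77 over all cells and 2.81 in set 2. The Wnt list median of set 2 was then 1.28, at percentile 100, and the Wnt list of set 1 stood at percentile 2.80. With the split at 1 or more UMI, Axin2 was 2.51 over all cells and -0.47 in set 1, and the Wnt list median of set 1 was -0.27. With the split after thinning, Axin2 was 2.22 over all cells, -0.92 in set 1 and 0.99 in set 2. The Wnt list medians were then 2.21, -0.36 and 0.53, the last still at percentile 100, and the proliferation median of set 2 changed sign to -0.10. For the changes of sign, the cause was not tested. With every cell weighing the same, the luminal proliferation median of set 2 was 0.10 (percentile 76.0).

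In basal-like cells the proliferation list depended on the setting in both sets. Its percentile of 0.25 in set 2 became 21.3 with every cell weighing the same and 28.4 after the split on thinned UMIs. Its median of -0.03 in set 1 became 1.05 (percentile 98.8) with doublets kept and 0.63 (percentile 93.3) without integration. The Wnt list of basal-like cells in set 1 went from percentile 5.68 to 0.59 with 3 or more hARtg UMIs and to 0.24 after the split on thinned UMIs, and in set 2 its median changed sign to 0.27 with doublets kept. The luminal IGF1 list median of set 1 changed sign to 0.038 with the split at 1 or more UMI, at percentile 98.0.

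For the planned comparison of luminal clusters, raising the upper limit to 8 times the leukocyte-like level (4 clusters high, 4 between) or leaving out cell cycle regression (8 high, 1 between) again gave no cluster with a mean under 2 times. A single low cluster appeared with doublets kept, without integration and at resolution 1.0. The Wnt list medians of set 2 were then 2.06, 2.31 and 2.71. In set 1 they were -0.51 with doublets kept and 0.21 at resolution 1.0, and without integration set 1 had too few cells in the low cluster. The Axin2 ratios in set 1 were -0.88 and 0.98, and those of Tcf7l2 were -0.88 and 0.31. The clusters on both sides differed between these settings, and the cause of the change in direction was not tested. The basal comparison of set 2 rested on 254 and 109 cells and on few UMIs, with 42 and 11 for Jak2.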

Other observations

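The tests of Igf1r within each barcode set, of the barcode sets for the Wnt genes of set 2, of free RNA for the seminal vesicle genes (both tests) and of doublets in epithelial cluster 11 were chosen after the result was seen. No biological explanation was tested by the design for any pattern here, because no cell could be assigned to PIN or PCa.

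Barcode set 1 held as many cells as the study kept for PIN, and set 2 nearly as many as it kept for PCa, with like means of genes and UMIs per cell. The sets were not assigned to the tissues from this match, since neither the labels nor the column names state it. If the match is right, each difference between the sets is also a difference between tissues, libraries and animals.

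In set 2, hARtg in leukocyte-like cells stood at 11.04% of its luminal-like level. For 25 other genes abundant in luminal-like cells the 5th and 95th percentiles of that share were 7.26% and 38.9%, with a median of 12.6%. Free RNA from luminal-like cells may therefore account for the hARtg UMIs of leukocyte-like cells in set 2. The same free RNA could place basal-like cells without the transgene among the hARtg+ cells of set 2.

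The higher Igf1r of hARtg+ basal-like cells in set 1 was tested against 3 technical explanations. With the depth of both sides matched, the log2 ratio was 0.60 (0.44 to 0.76), which argues against depth. Igf1r was lower in luminal-like than in hARtg+ basal-like cells (-0.67, -0.75 to -0.58), so luminal RNA or luminal doublets cannot raise it to the level seen. Within epithelial cluster 4 the ratio was 0.27 (0.07 to 0.47), which argues against a difference between the basal clusters as the whole cause. That ratio is smaller than 0.59, so much of the difference may still lie between the clusters. In set 1, cluster 4 held 856 of the 889 hARtg- but only 229 of the 813 hARtg+ cells. Igf1r stood at 114 CPM in basal-like cluster 6 of set 1 (724 CPM of hARtg). It stood at 75.2 CPM in cluster 4 (58.3 CPM of hARtg). Cluster 6 held too few hARtg- cells of set 1 for a ratio of its own. In set 2 the same tests gave 0.66 (-0.02 to 1.36) at matched depth (49 and 31 UMIs) and 1.47 (0.33 to 2.76) when the same cells were also thinned (25 and 9 UMIs), -0.18 (-0.37 to 0.03) for luminal-like over hARtg+ basal-like cells, and 0.65 (-0.08 to 1.42) within cluster 4. Luminal-like cells of set 2 were above hARtg- basal-like cells (0.71, 0.22 to 1.25), unlike those of set 1 (-0.08, -0.19 to 0.04), so luminal RNA could raise Igf1r on the hARtg+ side of set 2. The split after thinning to 3000 UMIs gave an Igf1r ratio of 0.86 (0.43 to 1.32) in set 2. Of the matched-depth intervals of set 2, only that from 25 and 9 UMIs excluded equal levels, so depth was not settled. A difference between the basal clusters stays open as well, for want of UMIs.

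The higher Wnt target genes of hARtg-high luminal-like cells over both sets did not hold within set 1, where the list median was -0.49. A difference between the barcode sets may thus account for much of the pooled value. It cannot account for the median of 2.05 within set 2. That median was 2.19 without cells that held a UMI of the proliferation list and 1.98 when scaled without genes over 1% of UMIs, which argues against proliferating cells and against a few abundant genes. Within epithelial cluster 7, the only cluster of set 2 with 50 or more cells on each side (75 and 101 cells), the median was 1.49. That cluster lay near the background, with hARtg at 1.80 times the leukocyte-like level and Axin2 at 29.3 CPM against 25.6 CPM in leukocyte-like cells, so the split there could sort cells by free RNA. Its hARtg-high cells were also deeper (median 28405 against 18914 UMIs), so doublets could contribute. A difference between clusters therefore stays open for set 2. In set 1 the list median within clusters 3 and 5 was 0.24 and 0.05. The Axin2 ratio within them was -0.13 (-0.53 to 0.24) and 0.05 (-0.52 to 0.63). The lower Wnt genes of set 1 may thus reflect which clusters the hARtg-high cells fell into. The integrated clusters also joined unlike cells, as cluster 3 had 42.4 CPM of hARtg in set 1 and 1250 CPM in set 2.

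Luminal-like epithelial cluster 1 was led by genes of seminal vesicle secretion. In set 2 the 6 genes of that list had a median log2 ratio of 4.90 in hARtg-high over hARtg-zero luminal-like cells, and in set 1 only 2 of them had UMIs on both sides (median 3.95). Those of set 1 were Svs2, with 7 against 5 UMIs (1.76, -0.12 to 3.75), and Pate4, with 59 against 2 UMIs. They stood at only 0.41 and 3.43 CPM in hARtg-high cells of set 1, against 25.1 and 1242 CPM in those of set 2. Cells with 0 hARtg UMIs may be those with the least free RNA, so these ratios cannot decide whether free RNA supplied the transcripts. All luminal-like cells of set 2 over leukocyte-like cells gave a median of 1.39. Svs3a, Svs4 and Svs5 stood in leukocyte-like cells at 64.2%, 77.6% and 69.0% of their luminal-like level, above the 38.9% named for other luminal genes, while Svs2, Svs6 and Pate4 stood at 22.8%, 9.51% and 6.65%. Free RNA therefore stays open, and no biological explanation was tested.

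Epithelial cluster 11 (68 cells) was led by leukocyte genes. A UMI of both Epcam and Ptprc was present in 76.5% of its cells, against 0.931% and 0.155% of luminal-like cells of sets 1 and 2 and 23.5% and 11.7% of leukocyte-like cells. Its median depth was 34757 UMIs. Doublets of epithelial cells and leukocytes that the doublet scores missed are a likely source.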
